A study of Canis lupus familiaris with 10 samples. Its data were reported in "Strong correlation of gene counts and differentially expressed genes between a 3′ RNA-Seq and an RNA hybridization platform in transcriptome analyses from canine archival tissues" (2025).

How the data were processed

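Gene expression was measured by QuantSeq 3′ RNA-Seq in formalin-fixed, paraffin-embedded (FFPE) tissue of canine cutaneous histiocytoma (CCH), a benign skin tumor of dogs that regresses spontaneously. QuantSeq 3′ produces 1 short fragment close to the polyadenylated end of each transcript, so that the number of reads of a gene does not grow with its length. GEO's labels place 5 samples in the early group of a histological staging scheme and 5 in the late group, and the labels of the late samples describe them as enriched in lymphocytes. All 10 samples are labeled as renewed analyses of earlier entries. According to the authors' methods, RNA was isolated with a kit for FFPE tissue and libraries were made with the protocol for low-quality RNA. Reads were trimmed with Cutadapt and aligned with STAR to the dog assembly CanFam3.1 with its RefSeq annotation. Reads were counted per gene with featureCounts, and reads left unassigned were counted again on genes extended at their downstream end. A read with several mapping places counted in equal parts for each of them. The study tested genes with DESeq2 and shrunken fold changes. The versions of these tools are not stated.

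The deposited table holds, for 23266 gene symbols, a normalized signal per library, which the authors obtained by dividing the read counts of a library by 1 size factor. Within each of the 10 columns used, every value was a whole multiple of the value of a single read, so that 100% of the 166096 values above 0 gave whole reads. Counts shared among several places had therefore been rounded to whole reads before scaling. The table has 21 columns of values. The other 11 columns match no sample of the series and were not used in any step. A column name shows the stage of a library but not which sample it is, so libraries are numbered 1 to 5 within a stage only to name them. The RNA quality, age and sex given in the labels could not be linked to single libraries. Gene symbols are those of the table, and 19767 of them (85%) were found in the RefSeq table of the more recent dog assembly UU_Cfam_GSD_1.0, which was used only to see which genes are neighbors.

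The unit of the deposited values is a normalized read count, not a raw count, and the main test was therefore limma with a mean-variance trend on log2(value + 1). Genes with a value of at least 10 in at least 5 libraries were tested, which left 12397 genes. P-values were adjusted with the Benjamini-Yekutieli (BY) procedure, which the study also used, and a gene was called with an adjusted p of at most 0.05 and a log2 fold change (log2FC) of at least 1 in size. All log2FC values are late minus early on the log2(value + 1) scale, which understates the change of genes with low values. All 10 libraries entered the fit, without covariates. For a list of 658 genes of the hybridization panel that the study set beside its sequencing data, calls were counted with the adjustment over all genes tested and adjusted over the list alone. The list holds the panel genes that the study displayed for the same tumors, and how they were selected is not stated, so that the second count is not independent evidence.

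Similarity of libraries was measured with the Pearson correlation of log2(value + 1), named Pearson-log as in the study, and with Spearman's coefficient, both across the genes tested. The mean coefficient within stages minus that between stages was set against the 126 splits of the 10 libraries into 5 and 5 in an exact one-sided permutation test. The 15 marker gene lists were written before the data were examined. The score of a list in a library was the mean, over its genes past the filter, of the log2 value minus the mean of the gene over all libraries. Scores of the stages were compared with an exact two-sided permutation test over 252 assignments, with Benjamini-Hochberg (BH) adjustment over the 14 lists tested, and the smallest p this test can give is 0.00794. The skeletal muscle list had fewer than 3 genes past the filter and was not tested. The genes named in the text were chosen by a rule set before the data were examined. Among the calls whose late values all lay on the same side of the early values, these were the 5 largest rises and the 5 largest falls, and 3 of each for the panel list, leaving out symbols that start with LOC. For a marker list, the genes with the highest and the lowest log2FC could be named as well.

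The recovered reads summed to between 2973125 and 4439709 per library. The limit that a count of 0 allows was taken as 3 reads, which corresponded to a normalized read count of 2.36 to 3.22. Confidence intervals of the shares of genes called are 95% Wilson intervals. They cover counting error only and treat genes as independent, which they are not. Reads without molecular identifiers are not independent molecules either.

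The tests were run in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. They were tested on simulated counts for the genes that pass the filter, drawn from a negative binomial distribution with the means, size factors and dispersions of the real libraries, in which 200 genes were changed by a log2FC of 2. The limma test recovered 125 of them (62.5%) with 1 false call among 12113 genes past the filter. The edgeR quasi-likelihood test recovered 61.5% with 0 false calls and the DESeq2 Wald test 81.5% with 14 false calls, both on 12397 genes. With no gene changed, limma made 0 calls among 12097 genes.

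Alternatives to each choice were fixed before the data were examined. They covered scaling by TMM, column total and RLE, a pseudocount of 0.5 or 5, no filter on low values or a mean of at least 50, BH adjustment, no fold threshold, robust moderation, weights per library, edgeR and DESeq2 on the recovered reads, fry for the marker lists, marker lists without their most variable gene, Spearman in place of Pearson-log, and leaving out each library in turn. A DESeq2 fit on all genes listed, and other scalings and omissions for the depth measures, were added after the data had been seen. A fit with the replicate number as a block and a fit with RNA quality as a covariate could not be made, because the columns carry neither.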

Results

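The data comprised 10 QuantSeq 3′ libraries from FFPE tissue of CCH, 5 of the early and 5 of the late stage, each from a different dog. The early libraries held 3360078, 3505710, 3574173, 4439709 and 3132916 reads assigned to genes, and the late libraries 3092498, 3226185, 3230455, 3084222 and 2973125. The mean total was 3603000 ± 498000 (SD, n = 5) in early and 3121000 ± 108000 (SD, n = 5) in late CCH, which differed in an exact two-sided permutation test (p = 0.0238). Without late library 1, 4 or 5, the p-value of this difference rose to between 0.0556 and 0.0635. The number of genes with at least 1 read was 16550 ± 166 in early and 16670 ± 227 in late CCH, a difference within the spread of the libraries (exact p = 0.349). Genes with a normalized read count of at least 10 were more numerous in late CCH, with 12430 ± 167 against 12020 ± 203 in early CCH (SD, n = 5 each, exact p = 0.00794). The 10 most abundant genes took 8.17% ± 0.99 of the reads in early and 7.67% ± 1.07 in late CCH (exact p = 0.468). After BH adjustment over these 4 measures, the exact p-values were 0.0476 for total reads, 0.465 for genes with at least 1 read, 0.0318 for genes with a value of at least 10 and 0.468 for the share of the most abundant genes.

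According to the labels, the share of RNA fragments over the length threshold of the DV200 measure was 68.5% ± 2.46 in the early and 73.2% ± 2.09 in the late samples (SD, n = 5 each). This difference in RNA quality was larger than the spread of the samples (exact two-sided permutation p = 0.0238). For a single late sample the study gives a higher value than the label, and the label was used here. The mean age of the dogs was 2.31 ± 2.12 years in early (SD, n = 4 with an age given) and 4.4 ± 3.38 years in late CCH (SD, n = 5), a difference within their spread (exact p = 0.317). The study also lists early and late CCH in different RNA extraction batches and index sets. Each of these held samples of only 1 of the stages, so that batch and stage cannot be told apart in any comparison between the stages.

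The first comparison addressed how far libraries of the same stage resembled each other. Across the 12397 genes tested, the Pearson-log correlation was 0.877 ± 0.023 (SD, 10 pairs) within early and 0.883 ± 0.02 (SD, 10 pairs) within late CCH. Between the stages it was 0.813 ± 0.028 (SD, 25 pairs). The mean within stages exceeded the mean between stages by 0.066, which no other of the 126 splits of the libraries reached (exact one-sided permutation p = 0.00794, the smallest this test can give). The corresponding difference of the Spearman coefficient was 0.062 with the same p-value. Without a filter on low values the Pearson-log difference was 0.02, the largest change under any alternative, and it remained the highest of all splits. The first principal component held 34.7% of the variance and separated all early from all late libraries.

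**Figure D1:**
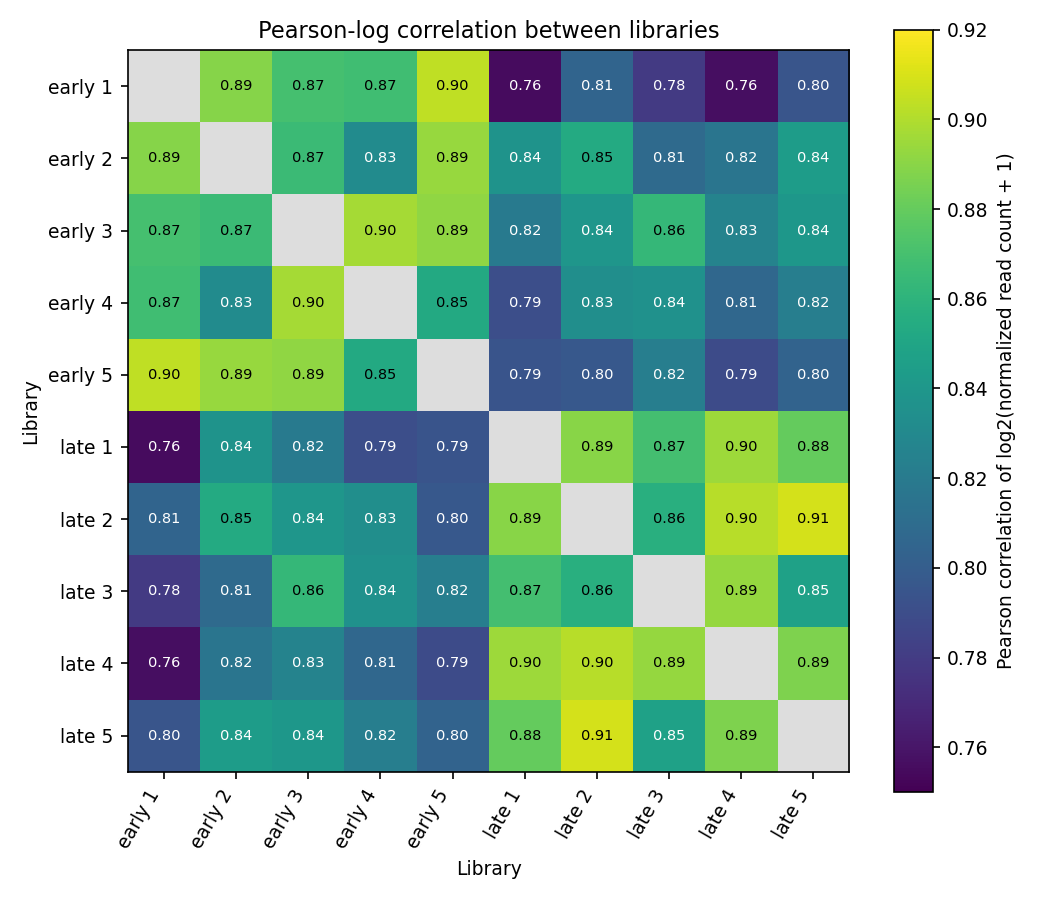
Pearson-log correlation between each pair of the 10 libraries (both axes: early libraries 1 to 5 and late libraries 1 to 5; color: Pearson correlation of log2(normalized read count + 1) across the genes tested). Pairs within a stage lie between 0.832 and 0.909, and pairs between the stages between 0.755 and 0.863.

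The second comparison asked which genes differed between late and early CCH. At a BY-adjusted p of at most 0.05 and a log2FC of at least 1 in size, limma called 269 of the 12397 genes tested (2.17%), of which 131 were higher and 138 lower in late CCH. The median log2FC was 1.91 among the calls higher and -1.55 among the calls lower in late CCH, with a median SE of 0.25. Of the calls, 268 had late values that all lay on the same side of the early values. The same held for 1483 of all genes tested (12%), where chance gives 0.79%. The median log2FC of all genes tested was -0.004. Without regard to multiple testing, 3833 genes had a p of at most 0.05. The number of calls moved most without early library 5, to 49 genes, of which all were among the 269. Without late library 2 it was 54 and without early library 2 it was 260. With all libraries, it moved most with BH adjustment, under which 1121 genes were called.

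**Figure D2:**
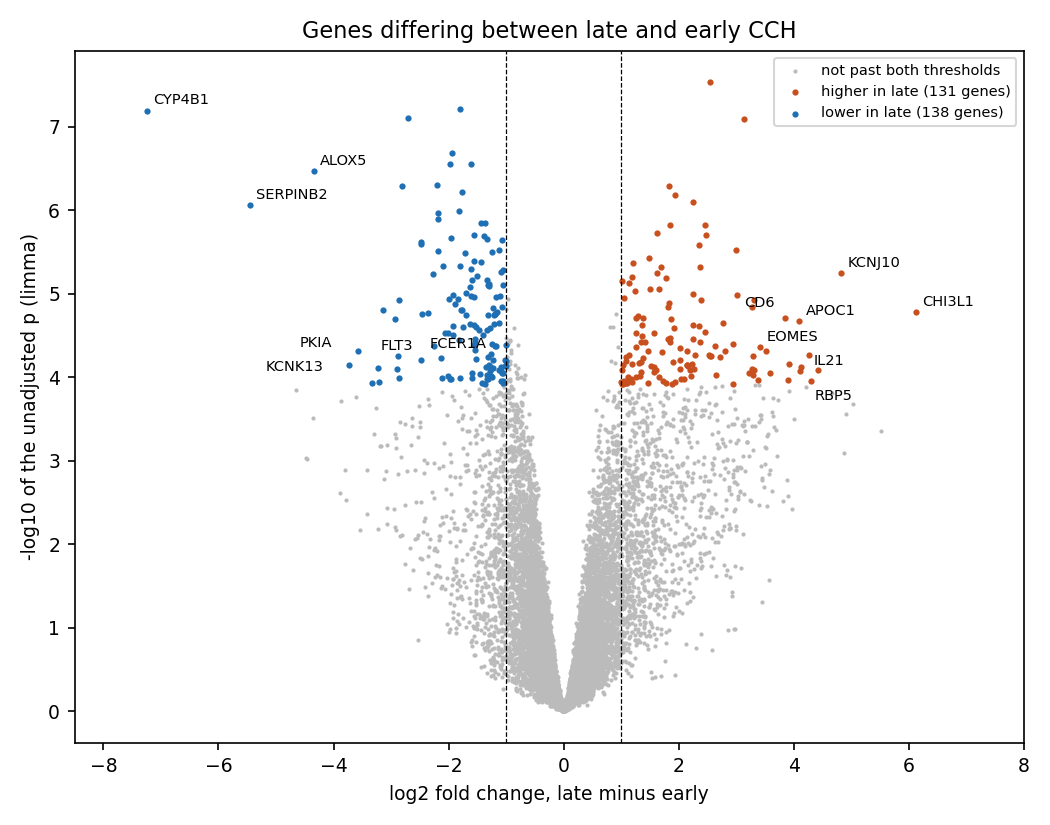
Unadjusted p-value from limma (vertical axis, -log10) against the log2FC of late minus early CCH (horizontal axis) for each gene tested. Colored points are the 131 genes called higher and the 138 called lower in late CCH, gray points the genes not called, dashed lines the fold threshold, and names mark the genes chosen by their change.

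Among the calls higher in late CCH, leaving out symbols that start with LOC, the largest change was that of CHI3L1. It rose from a normalized read count of 8.27 ± 11.4 in early to 493 ± 341 in late CCH (SD, n = 5 each). Its log2FC was 6.13 ± 0.91 (SE) with a BY-adjusted p from limma of 0.0219. KCNJ10 rose from 4.45 ± 6.24 to 104 ± 42.2, a log2FC of 4.83 ± 0.64 (adjusted p = 0.0138, limma). RBP5, IL21 and APOC1 followed with log2FC values of 4.30, 4.13 and 4.10, and their adjusted p-values from limma lay at 0.0485, 0.0426 and 0.0244. In early CCH, CHI3L1, KCNJ10, RBP5 and IL21 had at most 45 reads each over the 5 libraries, so that the size of their change depends on the pseudocount.

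Of the genes that fell, CYP4B1 had a normalized read count of 283 ± 291 in early CCH (SD, n = 5). In late CCH it had 3 reads in 1 library and 0 in the others, which makes it at least 94.5-fold lower (adjusted p = 0.00201, limma). Without early library 5, which had the highest value, the bound was 52.4-fold. SERPINB2 went from 109 ± 31.2 to 2.51 ± 3.28, a log2FC of -5.45 ± 0.61 (SE, adjusted p = 0.00672, limma), with 13 reads in the late libraries together. ALOX5 went from 301 ± 131 to 14.9 ± 8.29, a log2FC of -4.34 ± 0.45 (SE, adjusted p = 0.00462, limma), and it was called in each of the 10 fits that left out 1 library. KCNK13 and PKIA had log2FC values of -3.73 and -3.58 (adjusted p = 0.0421 and 0.0356, limma). RBP5 was called in 1 of those 10 fits, IL21, KCNK13 and PKIA in 2, CHI3L1 and APOC1 in 4 and KCNJ10 in 7, with the same direction throughout. CYP4B1 and SERPINB2 were called in each of the 5 such fits in which they passed the filter.

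**Figure D3:**
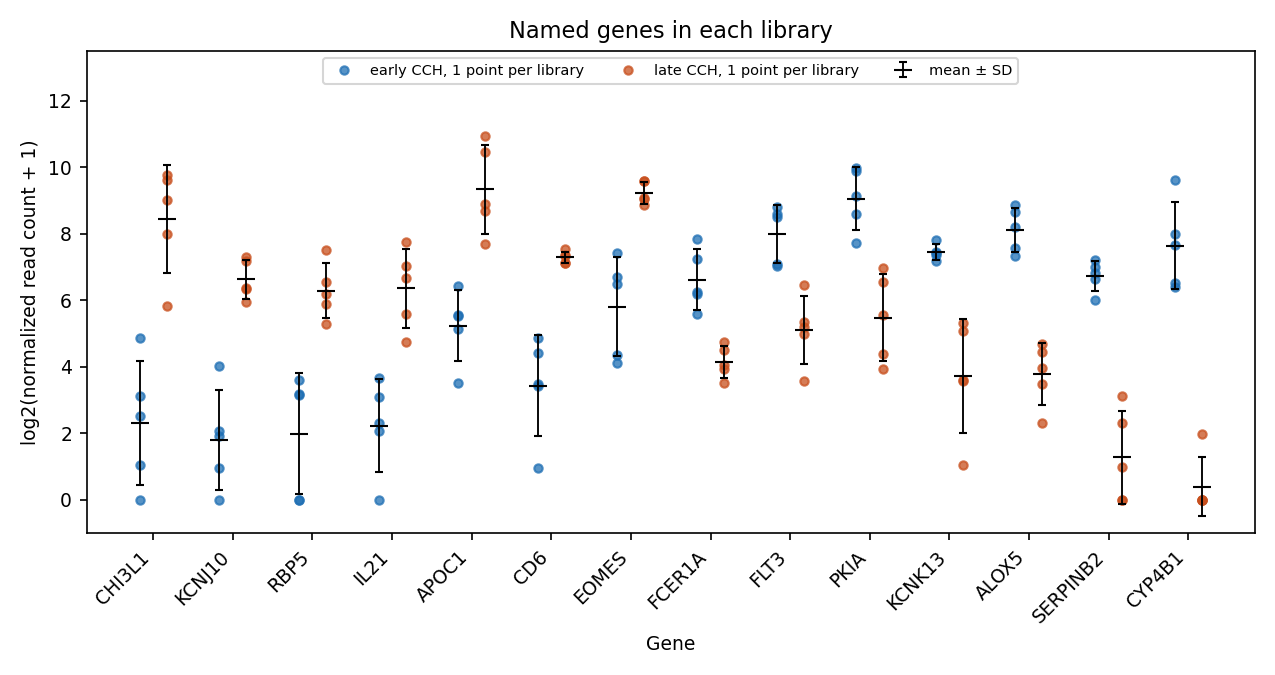
Normalized read count of each of the 14 genes chosen by their change (vertical axis, log2 of the value plus 1) in each of the 10 libraries, with 1 point per library and the mean ± SD of the log2 values per stage. For each of these genes, all 5 late libraries lie on the same side of the 5 early libraries.

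The third comparison was restricted to the panel list, which the study had used to set 3′ RNA-Seq beside hybridization. Of its 658 genes, 603 passed the filter. With the adjustment over all genes tested, 36 of them (5.97%, 95% CI 4.34 to 8.15, Wilson) were called, 27 higher and 9 lower in late CCH. Adjusted over the list alone, 86 genes were called, 71 higher and 15 lower, which is not independent evidence, since the list holds the panel genes displayed by the study for the same tumors. Among the genes not on the list, 233 of 11794 (1.98%) were called. The omission of late library 2 or early library 5 reduced the 36 calls to 7. Among the 36 calls, the largest rises were those of IL21, CD6 and EOMES. Genes of the list outside these calls could rise by more, such as CD79B and IDO1 with log2FC values of 4.67 and 4.21. CD6 rose from 13.9 ± 10.5 to 156 ± 19.6 (SD, n = 5 each), a log2FC of 3.85 ± 0.58 (SE, BY-adjusted p = 0.0226, limma). EOMES rose from 79.4 ± 64.2 to 612 ± 141, a log2FC of 3.42 ± 0.56 (SE, adjusted p = 0.0331, limma), and its neighbor SLC4A7 was called higher as well, with a log2FC of 1.03. The largest falls among the 36 calls were those of SERPINB2, FLT3 and FCER1A. FLT3 went from 292 ± 149 to 40.6 ± 27.8, a log2FC of -2.89 ± 0.50 (SE, adjusted p = 0.0434, limma). FCER1A went from 115 ± 75.1 to 17.5 ± 6.08, a log2FC of -2.47 ± 0.42 (SE, adjusted p = 0.0401, limma). CD6 was called in 5, EOMES and FLT3 in 3 and FCER1A in 1 of the 10 fits that left out 1 library.

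The fourth comparison set lists of marker genes for cell types and processes between the stages, since the late samples are labeled as enriched in lymphocytes. The staging scheme itself describes the early stage as free of lymphocytes and the late stage as infiltrated by them. A rise of the lymphocyte lists therefore follows from how the tumors were staged. No list passed a BH-adjusted p of 0.05 in the exact permutation test. Unadjusted, 8 of the 14 lists had a p of at most 0.05. The T-cell list had the largest difference, with a score of 1.54 ± 0.21 in late and -1.54 ± 1.86 in early CCH (SD, n = 5 each). Its 12 genes were all higher in late CCH and its score was higher in 5 of 5 late libraries than in every early library (difference 3.09, exact p = 0.00794, adjusted p = 0.0741). CD28 had the highest log2FC of this list with 4.00 and IL7R the lowest with 0.24. The cytotoxic lymphocyte list differed by 2.70 and the B-cell list by 2.30, each with 4 of 5 late libraries above every early library (exact p = 0.0159 and adjusted p = 0.0741 for both).

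The proinflammatory cytokine list differed by 1.51 (exact p = 0.0397), the macrophage list by 1.32 (exact p = 0.0476), the plasma cell list by 0.77 (exact p = 0.0317) and the endothelium list by 0.63 (exact p = 0.0476). The Langerhans and dendritic cell list was lower in late CCH by -0.75 (exact p = 0.0317). The adjusted p-value of each of these 5 lists was 0.0833. Late libraries beyond every early library numbered 4 for the endothelium and the Langerhans and dendritic cell lists, 2 for the plasma cell list and 1 for the other 2 lists. The study names progenitors of Langerhans cells as the origin of CCH, so that the Langerhans and dendritic cell list may also measure tumor cells. Within this list, 7 genes were lower and 2 higher in late CCH, from CD1A8 with a log2FC of -3.80 to CCR7 with 2.38. Without CD1A8, its most variable gene, the list differed by -0.37 (adjusted exact p = 0.195), and the plasma cell list without its most variable gene by 0.35 (adjusted exact p = 0.103). The interferon response list differed by 0.95 (exact p = 0.0952, adjusted p = 0.148). The keratinocyte, proliferation, fibroblast and matrix, adipocyte and neutrophil lists differed by -0.84, -0.18, -0.16, -0.12 and 0.07, within the spread of the libraries (exact p between 0.405 and 0.937). With the rotation test fry in place of the exact test, 7 lists had a BH-adjusted p of at most 0.05, among them the T-cell list with 0.025. Without early library 2, the T-cell, cytotoxic lymphocyte, B-cell, macrophage and proinflammatory cytokine lists passed in the exact test, with adjusted p-values from 0.0278 to 0.0444. The adjusted p of the T-cell list lay between 0.025 and 0.111 over all alternatives.

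**Figure D4:**
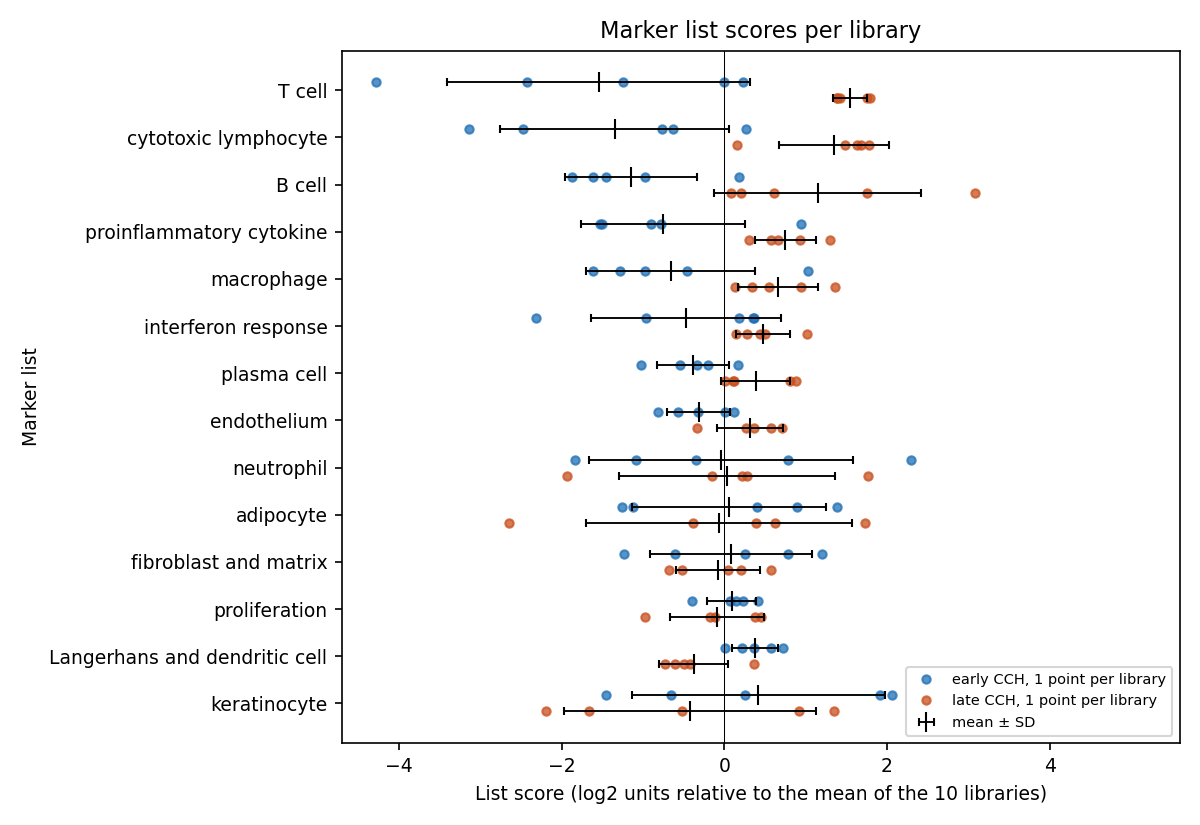
Score of each marker list (vertical axis) in each library (horizontal axis, log2 units relative to the mean of the 10 libraries), with 1 point per library and the mean ± SD per stage. The T-cell scores lie between 1.38 and 1.79 in the late and between -4.28 and 0.23 in the early libraries.

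Finally, calls were set against expression strength, using the categories of the study. Of all 12397 genes tested, 269 (2.17%, 95% CI 1.93 to 2.44, Wilson) were called. The share was 2.4% (95% CI 2.13 to 2.7, 268 of 11157) among the top 90% of genes by mean value and 3.44% (95% CI 3.01 to 3.92, 213 of 6198) among the top 50%. For the panel list the shares were 5.97%, 6.64% and 7.64%, with overlapping intervals. These categories are nested and contain the same calls, so that no test was made between them.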

Values the study reported

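The study displayed 658 panel genes for the comparison of early and late CCH. By hybridization, none of them passed the study's thresholds with the BY adjustment. With the BY adjustment, 89 of these genes differed significantly by QuantSeq 3′, of which 15 were classed as "down" and 74 as "up", and the remaining 569 genes stayed under the thresholds.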

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

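The tests in this part were chosen after the results had been seen. In 66 groups of 5 libraries (the library measures, the list scores and the named genes, each in early and in late CCH), the distance of the highest or lowest library to its nearest neighbor was divided by the range of the group. It exceeded the critical value of 0.71 in 4 groups, where chance gives about 3.3, so that no pattern can be read from their number. Late library 3 accounts for 3 of the 4.

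Late library 2 had 12722 genes with a normalized read count of at least 10, and the next late library 12395, a relative gap of 0.818. When each library was reduced to the depth of the smallest, the relative gap was 0.67, under the critical value, but only because the range of the late libraries was wider (451 against 400 genes). The lead of late library 2 over the next was 302 genes at equal depth and 327 before, against an SD of 62.4 among the other late libraries. Depth is therefore argued against as the whole cause. No biological explanation was tested for this library.

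The cytotoxic lymphocyte score of late library 3 was 0.16, against 1.49 in the next late library, a relative gap of 0.822. GZMK, the most variable gene of the list, does not account for it, as the gap was 0.826 without this gene. The other genes of the list were not left out, so that an effect of another single gene stays possible. A smaller share of all lymphocytes in this library is argued against by its T-cell score of 1.39, which lies within the 1.38 to 1.79 of the other late libraries, and by its B-cell score of 3.08, the highest of any library. What also stays open is a different composition of the infiltrate in this tumor, which may be biological and was not tested.

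The Langerhans and dendritic cell score of late library 3 was 0.36, against -0.42 in the next late library, a relative gap of 0.713. Without CD1A8, the most variable gene of the list, the gap was 0.299, so that a single gene may account for it. A larger share of tumor cells in late library 3, which this list may also measure, was not tested. A mislabeled sample was weighed for both scores of this library. Its mean correlation with the other late libraries exceeded that with the early libraries by 0.044, but its highest correlation with an early library (0.863) lay above its lowest with a late library (0.847). On the first principal component of the other 9 libraries, late library 3 lay at 25.7, the highest early library at -23.5 (SD of the early libraries 20.4) and the lowest other late library at 46.6. Its T-cell score of 1.39 lay above the highest early score of 0.23. These values argue against an early sample labeled as late, while an exchange between late samples was not tested.

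CYP4B1 was at 0 in 4 late libraries and above 0 in late library 3, a relative gap of 1. The value rests on 3 reads, the limit that a count of 0 allows, so that counting noise cannot be told apart from a low level of the transcript in this tumor.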

How the results depend on the processing

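No paired analysis was possible because the columns of the table carry no replicate number and the early and late samples come from different dogs. The fit with RNA quality as a covariate was not run for the same reason, since the columns cannot be linked to single samples.

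The difference in similarity within and between the stages kept its direction and its p-value of 0.00794 under each of the alternatives run, with values from 0.02 without a filter to 0.103 with a mean of at least 50. The scalings TMM, column total and RLE left the numbers of calls within 1.5 times, between 263 and 265 genes. They changed the split: with column total scaling 64% of the calls were higher in late CCH, against 48.7% with the deposited scaling, and 226 of the 269 genes were called again. The pseudocounts, the filters, robust moderation and the omission of the fold threshold also left the numbers of calls, in each direction, within 1.5 times.

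The choice of adjustment and of test moved them further. With BH adjustment, 685 genes were higher and 436 lower in late CCH, and on the panel list 128 and 23, or 146 and 30 adjusted over the list alone. Weights per library gave 217 higher. BY is the stricter of these adjustments by construction, and the cause of the change with weights was not tested. The edgeR quasi-likelihood test called 81 genes higher and 96 lower, with 16 panel genes higher, or 47 adjusted over the list alone, and 176 of its 177 calls were among the 269. The DESeq2 Wald test called 477 genes higher and 331 lower, on the panel list 82 and 18, and adjusted over the list alone 24 lower. With shrunken fold changes DESeq2 called 435 genes higher and 286 lower, and on the panel list 74 and 14. The DESeq2 fit on all genes listed, chosen after seeing the data, gave 464 higher and 307 lower, and on the panel list 79 and 16. Of the 269 genes, 265 were also called by the DESeq2 Wald test. In the simulated data DESeq2 recovered more of the changed genes and made more false calls than the other tests, and the cause of the difference on the real data was not tested.

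The numbers of calls depended on single libraries. Across the 10 fits that each left out 1 library, 18 to 144 genes were higher and 29 to 153 lower in late CCH, and on the panel list 3 to 36 and 3 to 11, or 24 to 90 and 9 to 17 adjusted over the list alone. The total was lowest without early library 5, with 49 genes, and highest without early library 2, with 260. The fits have fewer libraries, but why single libraries differ so much in their effect was not tested. Genes expressed in a single stage drop under the filter when a library of that stage is left out, as CYP4B1 and SERPINB2 did without an early library. The difference in total reads ranged from -599000 to -272000 in these fits and lost its p of at most 0.05 in 3 of them. The difference in genes with a value of at least 10 kept its side of the threshold in each.

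For the marker lists, the test decided the call. With fry, BH-adjusted p-values were 0.025 for the T-cell (difference 3.09), cytotoxic lymphocyte (2.70), Langerhans and dendritic cell (-0.75) and proinflammatory cytokine (1.51) lists, and 0.0465 for the B-cell (2.30), plasma cell (0.77) and endothelium (0.63) lists. The exact test can give no p below 0.00794 and its adjusted values depend on how many lists reach it. Without a filter, the T-cell (3.09), B-cell (2.31) and interferon response (1.12) lists had an adjusted p of 0.0397 in the exact test, and the cause was not tested. Leaving out early library 2 brought the T-cell, cytotoxic lymphocyte, B-cell, macrophage and proinflammatory cytokine lists under 0.05, with adjusted p-values of 0.0278, or 0.0444 for the cytotoxic lymphocyte list. Over all alternatives the adjusted p of the T-cell list lay between 0.025 and 0.111. Across the fits that each left out 1 library, the difference ranged from 2.40 to 3.53 for the T-cell, 2.25 to 3.1 for the cytotoxic lymphocyte, 1.76 to 2.56 for the B-cell, 1.08 to 1.74 for the macrophage and 1.31 to 1.93 for the proinflammatory cytokine list. Other settings weakened lists. Without its most variable gene, the Langerhans and dendritic cell list was at -0.37 and the plasma cell list at 0.35, and without a filter they were at -0.48 and 0.45. The plasma cell list was at 0.35 with a mean of at least 50 as well. Over all alternatives the adjusted p of these lists ranged from 0.025 to 0.195 and from 0.0465 to 0.37. Lists near 0 changed sign: the neutrophil list was at -0.06 with a pseudocount of 5, -0.13 without a filter and -0.35 with a mean of at least 50. Leaving out single libraries, it ranged from -0.66 to 0.57, the fibroblast and matrix list from -0.48 to 0.12, the proliferation list from -0.31 to 0.04 and the adipocyte list from -0.57 to 0.53.

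The share of genes called follows the number of weakly expressed genes tested. Without a filter it was 0.91% of all genes, 1.01% of the top 90% and 1.78% of the top 50%, and with a mean of at least 50 it was 3.29%, 3.52% and 4.16%. In all of these settings the share rose with expression strength.

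For the 14 named genes, 339 values under the alternatives were compared, of which 249 stayed past both thresholds, 90 fell under them and 0 reversed. The values with BH adjustment and without a fold threshold could not fall under them, since these settings only relax the call. Their part of the 249 therefore shows no stability. ALOX5, CYP4B1 and SERPINB2 stayed past them in every alternative in which they were tested. The adjusted p-values of RBP5 ranged from 1.3e-06 to 0.182 and those of FCER1A from 2.53e-06 to 0.111. The log2FC of CHI3L1 ranged from 1.55 with shrunken fold changes, which pull uncertain changes toward 0 by construction, to 6.79 without late library 3. Depth limits the statement on CYP4B1, for which 3 reads in late CCH allow only a lower bound of its fall.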

Other observations

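The tests on other splits of the libraries, on neighboring genes, on genes at equal depth and on correlations within stages were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

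Of 100 splits of the 10 libraries into 5 and 5, 1 gave as many calls as the real split, namely the real split itself. The same was found for the panel genes with both adjustments, with 1 of the 100 splits each. The largest number of calls in another split was 2 for all genes, 1 for the panel genes and 14 for the panel genes adjusted over the list alone, and 97, 97 and 95 splits gave 0. The calls therefore follow the labeled groups, but the DV200 difference between the groups (exact p = 0.0238) and the preparation batches follow them too. RNA quality or batch cannot be told apart from stage for any number of calls, because each batch holds a single stage and no column can be linked to a DV200 value.

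The number of panel genes past both thresholds here was 36, with 27 higher and 9 lower in late CCH. The total is lower than the total quoted from the study above. Adjusted over the list alone the numbers were 86, 71 and 15. These counts are from limma, whereas the study used DESeq2 with shrunken fold changes. A fit of this kind, made here on the recovered reads of the genes tested, called 88 panel genes, 74 higher and 14 lower in late CCH. Adjusted over the list alone, the same fit called 88 higher and 18 lower. The fit on all genes listed, chosen after seeing the data, called 95 panel genes, 79 higher and 16 lower. The gene filter and shrinkage method of the study are not stated, so that a near total does not show the same procedure. A change of the test alone or of the scope of the adjustment alone brings the total near the quoted total, and a change of both takes it beyond. The study names late CCH as the baseline, and the direction of its classes was not compared gene by gene.

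The rise of the lymphocyte lists in late CCH was not removed by another scaling, as the smallest T-cell difference under TMM, column total and RLE scaling was 3.08. A mere loss of tumor cells, which would raise the other cell types alike, is argued against by the T-cell score rising by 3.24 more than the fibroblast and matrix score (exact p = 0.0238, with 3 of 5 late libraries above every early library). RNA quality or batch stays open (DV200 exact p = 0.0238). Of the genes in these lists, 12 of 12 for T cells, 11 of 12 for cytotoxic lymphocytes and 8 of 10 for B cells are also on the panel list, so that these results and the panel counts overlap. Infiltration by lymphocytes, which the labels of the late samples describe, is the biological explanation that the design offers, and it was not tested apart from these. It is also part of how the stages are defined, so that the direction of the rise is no independent finding.

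A hypothesis was that part of the calls track the share of T cells in a library. The deviations of each gene from its stage means were correlated with those of the T-cell score over the 10 libraries, leaving out the genes of the list. Since the score had an SD of 1.86 in early and 0.21 in late CCH, these correlations rest mostly on the 5 early libraries. They say little about late CCH. The median correlation of the 130 other calls higher in late CCH was 0.47, and 0 of 10000 random lists matched on mean expression reached it. The median of the 138 calls lower in late CCH was -0.18, and 0 of 10000 random lists were as low. Without early library 1, which had the lowest T-cell score, the medians were 0.39 and -0.23 and again no random list was as extreme. This is consistent with a varying share of T cells that adds its own transcripts and dilutes others. Any other property that varies with the T-cell score within a stage would give the same values, and genes are not independent replicates.

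The T-cell score varied more among early (SD 1.86) than among late libraries (SD 0.21). Weakly expressed genes of the list are argued against as the whole cause. The log2 of the summed normalized read counts of the list, on which they weigh little, also deviated more from the stage median in early CCH (exact p = 0.0476). These sums were compared on a log scale too. The test can therefore not exclude that the log scale widens the spread where the mean is lower. The sums were 343, 1013, 2631, 2233 and 561 in early libraries 1 to 5 and between 4724 and 6298 in the late libraries. A range of infiltration within early CCH may underlie the spread, although the staging scheme describes this stage as free of lymphocytes. This was not tested.

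Late libraries had more genes with a value of at least 10 although they held fewer reads. At an equal depth of 2973125 reads, the number of genes with at least 10 reads was 12460 ± 180 in late and 11914 ± 143 in early CCH (SD, n = 5 each, exact p = 0.00794), so that scaling to different depths does not account for it. The share of the 10 most abundant genes did not differ (exact p = 0.468), which argues against a few genes taking the reads in early CCH. Better preserved RNA in the late samples (DV200 exact p = 0.0238) or a larger mixture of cell types may explain it, and these cannot be told apart here.

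Genes of ribosomal proteins, a family noticed in the data, were lower in late CCH with a median log2FC of -0.53. Of the 74 genes, 72 were lower under the deposited and RLE scaling, 73 under TMM and 69 under column total scaling. The weakest median under these scalings was -0.44, beyond the SD of 0.24 of the family score in early libraries, which argues against the choice among them as the cause. The mean over the family differed by -0.51 between the stages (exact p = 0.0159), with 4 of 5 late libraries below every early library. None of the genes was called (0 calls), while 52 had an unadjusted p of at most 0.05, and 3 had a BY-adjusted p from limma of at most 0.05 but stayed under the fold threshold. The median was -0.53 for the 72 genes in no near-identical pair as well, but reads shared with partial pseudogene copies remain possible. RNA quality or batch (DV200 exact p = 0.0238) cannot be told apart from a change in cell composition.

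Among 8404 genes with a mean of at least 50, 55 pairs agreed within 10% in every library, against at most 4 pairs in any of 100 shufflings of the libraries within stages. Reads with several mapping places, shared evenly over annotated copies, are a candidate explanation for the excess over these 4, but not every pair need have it. IFNAR2 and LOC487737 form such a pair and were both called, so that the 269 calls may count a signal in duplicate.

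Of 11421 pairs of neighboring tested genes, 12 were called in the same direction, against a mean of 2.64 in random draws, and 0% of 10000 draws gave as many. Among them were EOMES with SLC4A7 and TMEM176B with TMEM176A. Neighbors were taken at any distance. The counting on extended genes could assign reads of a gene to its neighbor only where both lie closer than the extension, and distances were not measured. Shared regulation of neighbors would give the same excess. Reads shared among similar copies are a further candidate for pairs with similar values. DLA88 and DLA-64 had means of 8048 and 8163 in early and 17051 and 17665 in late CCH. For these 12 pairs, no test was made to tell the explanations apart.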
